A study of Mus musculus with 2 samples.

How the data were processed

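Small RNA of the gastrocnemius, the large calf muscle, was sequenced from adult male mice of the strain labelled 5xFAD/CAST at 8 to 10 months of age. 5xFAD is a transgenic line used to model amyloid deposition in the brain and CAST is a wild-derived inbred strain. The labels do not say whether the sampled animals carried the transgene. The series has 2 libraries of this 1 group, which the labels number as biological replicates 1 and 2 of RNA under 30 bases. They come from separate tissue samples that share a donor record, and the labels do not say whether these were separate animals, so the spread between the libraries may be technical in part. No comparison between conditions was possible.

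The deposited files hold whole-number read counts per microRNA gene, not normalized, with 3 count columns: both strands together, the strand of the gene, and the opposite strand. The columns carry no header. Of the stranded columns, the one with the larger total in both libraries was taken as the sense column, a rule fixed beforehand, and the opposite-strand column served as background. Per the deposited text descriptions, the assembly was mm10 and the annotation GENCODE M21; the aligner and its version are not given in the sources used here. The layout, with 4 leading lines of read totals that name no gene, is that of STAR gene counts. A read aligned to several places is in 1 of those totals and in no gene, so genes with near-identical copies are undercounted to an unknown degree. All 2202 gene identifiers were found in the reference copy of GENCODE M21, which holds 2207 microRNA genes, and coordinates, host genes and hairpin sequences were taken from it. The 4 lines of totals were kept out of library sizes and tests.

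Replicate 1 held 6119818 reads, of which 1157420 were sense reads in microRNA genes, and replicate 2 held 6632802 and 1193393. CPM values were computed over these sense totals. A gene was called detected at 2 CPM or more in both replicates. A count of 0 allows up to 2.59 CPM in replicate 1 and 2.51 CPM in replicate 2 (3 counts of the total). Shares have exact Clopper-Pearson 95% intervals. These intervals and limits cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

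Ratios of replicate 2 over replicate 1 used TMM effective library sizes from edgeR 4.0.16 in R 4.3.3, with factors of 1.11 and 0.899, and the log2 ratio had a pseudocount of 1 CPM. Each detected gene was tested with a two-sided exact conditional binomial test against the ratio of effective sizes, with Benjamini-Hochberg adjustment at 0.05. This test compares the 2 libraries and not conditions. The spread beyond counting error was the common coefficient of variation from edgeR with an intercept-only design. Correlations were computed across genes on log2(CPM + 1), with 2000 bootstrap draws over genes. For each list with 3 or more detected members, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.

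The steps were tested on simulated data drawn from the means and library sizes of these 2 libraries. Among 325 genes tested, 64.4% of 160 genes changed 2-fold were recovered with the right direction, and 100% of those at 100 CPM or more. Of 165 unchanged genes, 4 were called. The libraries simulated for these rates had no spread beyond counting error, so the rates need not hold for the real libraries. A simulated coefficient of variation of 0.3 came back as 0.27 over 323 genes. Of 200 random lists without effect, 6% fell outside the central 95%.

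Before the data were examined, 22 gene lists were fixed: striated muscle, slow fibre, heart, satellite cell and regeneration, oxidative metabolism, the let-7, miR-30 and miR-29 families, endothelium, smooth muscle, fibroblast and connective tissue, erythroid, leukocyte, nerve, epithelium, liver, pancreas and endocrine, testis and germ line, pluripotency, the Dlk1-Dio3 cluster, the miR-17-92 clusters, and interferon and inflammation. All members were matched, some through RefSeq synonyms. The genes named were also set by rule: the 20 most abundant, all members of the striated muscle list, the 3 most abundant members of each other list at 2 CPM or more in both replicates, and, among genes of 100 CPM or more, the 5 with the largest and the 5 with the smallest log2 ratio. Other genes named were chosen after their values were seen, which is said where they appear.

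The alternatives fixed beforehand were the column of both strands, removal of genes sharing a run of 20 bases with another microRNA gene, size factors from DESeq2 1.42.0, total counts only, no filter, a filter of 10 CPM, a pseudocount of 0.1 CPM, a denominator without the most abundant gene, DESeq2 gene-wise dispersions, the edgeR exact test at a dispersion of 0.01, and leaving out each replicate. The setting with a denominator without the most abundant gene also left that gene out of the lists and of the 10 most abundant genes. Removal of only those genes that share a run of 20 bases with a gene at another place was added after seeing the data.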

Results

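MicroRNAs were measured in the gastrocnemius of adult male 5xFAD/CAST mice, in 2 libraries of 1 group. The labels describe the work as an evaluation of RNA from this tissue and name no contrast. The account therefore covers which microRNAs the muscle contained and how far the 2 libraries differed. All means are over n = 2 libraries with the SD.

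The levels that follow count only reads aligned to 1 place. Reads aligned to several places were 3.18 and 3.51 times as many as the sense reads in genes, in replicates 1 and 2. They were counted in no gene, so microRNAs with near-identical copies may rank too low. By these counts Mir378a was the most abundant microRNA gene at 169582 ± 14393 CPM (SD, n = 2). It lies in an intron of Ppargc1b and is known for its part in energy metabolism. Mir126a, the endothelial microRNA within Egfl7, followed at 109221 ± 40238 CPM, and Mir22, in an exon of Mir22hg and known in striated muscle, at 80413 ± 39100 CPM. Mirlet7g held 62565 ± 1414 CPM and Mirlet7i 49576 ± 9355 CPM, both of the let-7 family linked to differentiated tissue. Mir143, a smooth muscle microRNA, held 44718 ± 5516 CPM, and Mir206, which is specific to skeletal muscle, held 32940 ± 12.0 CPM.

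Mir378a (ENSMUSG00000105200.1) lies on chromosome 18 from 61397835 to 61397900 of mm10, on the minus strand. Mir126a (ENSMUSG00000065540.1) lies on chromosome 2 from 26591357 to 26591429, and Mir22 (ENSMUSG00000065529.1) on chromosome 11 from 75463716 to 75463810, both on the plus strand. Mir206 (ENSMUSG00000065559.1) lies on chromosome 1 from 20679010 to 20679082, in an exon of the lincRNA Gm28653. The other genes among the 20 most abundant were Mir99a, Mirlet7b, Mirlet7d, Mir23a, Mir23b, Mir26b, Mir100, Mir139, Mir149, Mir30a, Mir29a, Mir21a and Mir10b, from 44069 CPM for Mir99a to 12527 CPM for Mir10b. Mir378a and Mir126a each overlap a microRNA gene on the opposite strand, so their level rests on the strand-specific column.

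Of 2202 microRNA genes, 321 were detected at 2 CPM or more in both replicates, and 1633 had no read in either. The detected genes included 128 at 100 CPM or more and 21 at 10000 CPM or more on average. The 10 most abundant genes took 66.7% ± 1.16 of the sense reads (SD, n = 2).

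**Figure D1:**
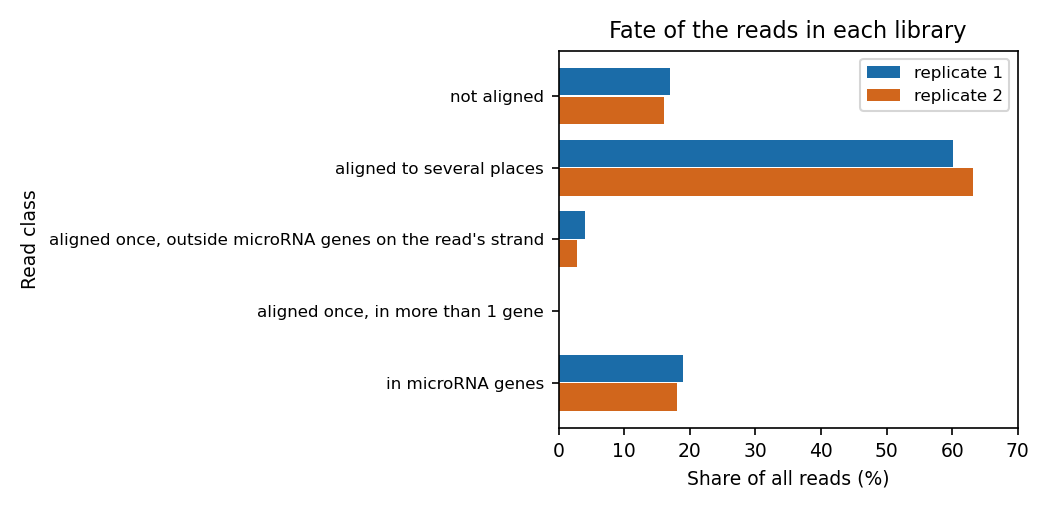
Share of all reads (%) in each read class, with 1 bar per library. Reads aligned to several places made up 60.2% of replicate 1 and 63.2% of replicate 2, against 18.9% and 18.0% in microRNA genes.

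The striated muscle microRNAs held 3.81% ± 0.103 of the sense reads (SD, n = 2), of which Mir206 was the main member and Mir486 the next. Mir486, in an intron of Ank1, held 4429 ± 1022 CPM, and Mir3107, on the opposite strand of the same place, 78.0 ± 52.2 CPM. Mir499, in an intron of Myh7b, held 423 ± 59.4 CPM, and Mir208b, in an intron of the slow myosin gene Myh7, 123 ± 27.4 CPM. The Mir1a and Mir133 loci, known as the main microRNAs of striated muscle, had few counted reads: Mir1a-2 had 60 and 54 reads in replicates 1 and 2, Mir1a-1 14 and 9, Mir133b 27 and 10, Mir133a-1 24 and 6, and Mir133a-2 5 and 0. Mir1b had 1 read in each. These 6 loci share a run of 20 bases or more with another locus, and their levels are uncertain because reads aligned to several places were counted in no gene.

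Markers of other cell types in the tissue differed widely in level. The endothelium list, in effect Mir126a, held 10.9% ± 4.02 of the sense reads (SD, n = 2) and the smooth muscle list 4.65% ± 0.612, with Mir145a at 1752 ± 606 CPM beside Mir143. The fibroblast and connective tissue list held 3.02% ± 0.98, led by Mir21a, Mir10b and Mir214. The leukocyte list held 0.33% ± 0.0733, led by Mir155 at 1501 ± 278 CPM and Mir150 at 1090 ± 364 CPM. The nerve list held 0.0721% ± 0.008, led by Mir128-1 at 357 ± 88.5 CPM, and the erythroid list 0.0158% ± 0.00076, with Mir451a at 127 ± 40.6 CPM. The epithelium list held 0.0152% ± 0.0027, led by Mir203, Mir183 and Mir182. Without all genes that share a run of 20 bases, the endothelium list lost Mir126a, the nerve list held 0.0372% and the erythroid list 0.00518%. Mir126a and Mir451a share no such run with a gene at another place. With removal of only the genes that do, the endothelium list held 14.6%, the erythroid list 0.0212% and the nerve list 0.0314%.

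The heart microRNA Mir208a, in an intron of Myh6, had 13 and 22 reads, and the liver microRNA Mir122 had 12 and 13. The pancreas and endocrine list held 0.00077% ± 0.0005 of the sense reads (SD, n = 2), with 1 of 4 members detected, Mir375. The testis and germ line list held 0.0024% ± 0.00186, with 1 of 13 detected, Mir34c. The pluripotency list held 0.0151% ± 0.00617, with 4 of 12 members detected, all in the Mir302 cluster and led by Mir302a at 66.9 ± 29.8 CPM.

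Among the families and clusters, the oxidative metabolism list held 23.0% ± 0.489 of the sense reads (SD, n = 2), through Mir378a, Mir23a and Mir23b, and the let-7 family 19.9% ± 4.18. These 3 genes each share a run of 20 bases with another place, so their levels are uncertain. The oxidative metabolism list held 0.0623% without such genes and 8.58% with the column of both strands. It held 7.26% with Mir378a out of both the list and the denominator. The miR-30 family held 2.58% ± 0.12, led by Mir30a, Mir30d and Mir30e, and the miR-29 family 1.59% ± 0.408, led by Mir29a. The satellite cell and regeneration list held 3.70% ± 0.0206, of which Mir206 was the main member, with Mir27b at 3613 ± 420 CPM and Mir351 at 302 ± 136 CPM. The interferon and inflammation list held 1.51% ± 0.793, the miR-17-92 clusters 0.399% ± 0.056, led by Mir93, Mir92-1 and Mir17, and the imprinted Dlk1-Dio3 cluster 0.238% ± 0.0461, led by Mir127, Mir411 and Mir379. The slow fibre list, Mir208b and Mir499, held 0.0546% ± 0.00868.

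**Figure D2:**
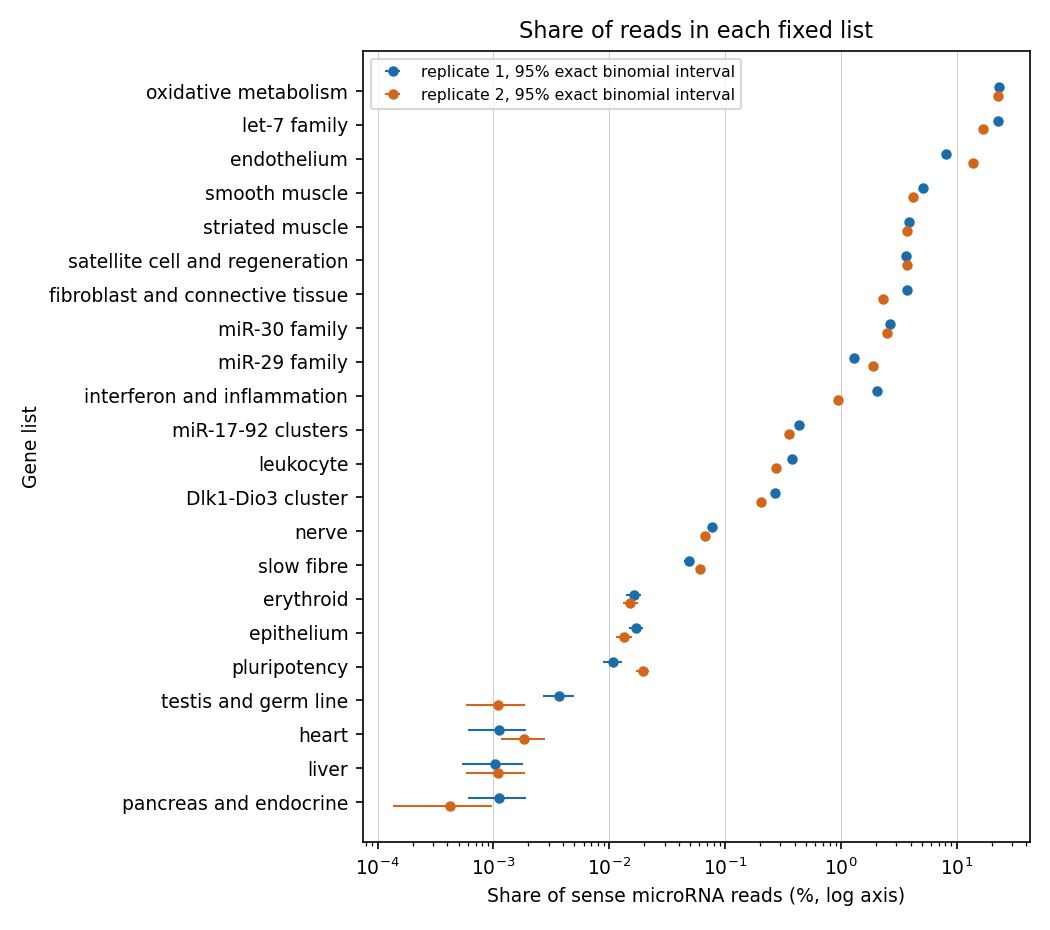
Share of sense microRNA reads (%, log axis) in each of the 22 lists, with 1 point per library and its exact binomial 95% interval for counting error. The points run from 0.000419% for the pancreas and endocrine list in replicate 2 to 23.3% for oxidative metabolism in replicate 1.

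The 2 libraries were then compared gene by gene. Mir195a differed most among genes of 100 CPM or more in the higher direction, 6.81-fold higher in replicate 2 (95% interval 6.53 to 7.11), followed by Mir99b at 3.31-fold (3.18 to 3.46), Mir15a at 3.06-fold (2.85 to 3.30), Mir22 at 2.53-fold (2.51 to 2.56) and Mir193a at 2.35-fold (2.09 to 2.65). Mir26a-1 was 21.9-fold higher in replicate 1 (12.1 to 44.4), on 289 and 11 reads, and shares a run of bases with another locus. Mir221, Mir1247, Mir181b-2 and Mir132 were 2.34-fold, 2.25-fold, 2.19-fold and 2.18-fold higher in replicate 1. Mir126a was 2.11-fold higher in replicate 2 (2.09 to 2.13), and Mirlet7d was 1.94-fold higher in replicate 1 (1.91 to 1.97).

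By the exact binomial test, 120 of 321 detected genes differed beyond counting error, 60 in each direction, and 39 of these differed at least 2-fold. With total counts only, which moved the median log2 ratio by -0.29, 149 genes differed, 35 higher and 114 lower in replicate 2. The edgeR exact test at a fixed dispersion of 0.01 called 53 genes. Of the 128 genes at 100 CPM or more, 94 lay within 1.5-fold. Across genes, which are not independent replicates, Pearson's r was 0.974 (bootstrap 0.964 to 0.982) and Spearman's rho 0.95 (0.926 to 0.967). The common coefficient of variation was 33.8% by edgeR and 0.0737 as the median of DESeq2 gene-wise values. The counts differed by more than sampling noise (chi-square of 93784 on 320 degrees of freedom), and the files were counted as 2 samples.

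**Figure D3:**
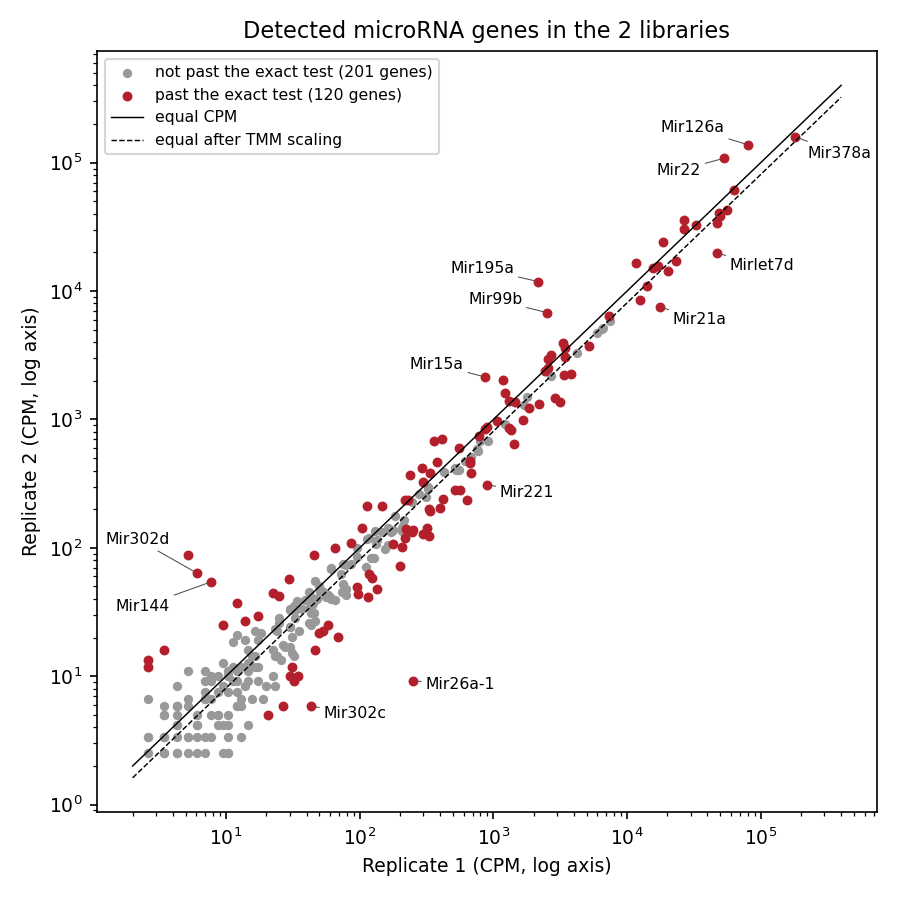
CPM of the 321 detected genes in replicate 1 against replicate 2, both on log axes, with 1 point per gene. Red points mark the 120 genes past the exact test; the solid line is equal CPM and the dashed line equality after TMM scaling, against which the test was made.

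Of the 9 detected striated muscle genes, 3 were higher and 3 lower in replicate 2 by the exact binomial test, and 7 differed when adjusted over the list alone. Mir499 was 1.51-fold higher in replicate 2 (exact binomial adjusted p = 5.3e-10) and Mir208b 1.70-fold (exact binomial adjusted p = 3.7e-05), so that both members of the slow fibre list passed, over all genes and adjusted over the list alone. Mir206 was 1.24-fold higher with TMM and had a log2 ratio of -0.00087 with total counts only. The list's median log2 ratio was -0.17, at percentile 24.8 of random lists, while its summed reads were 1.19-fold higher with TMM and, as a share of the total, 3.88% in replicate 1 and 3.74% in replicate 2. The median gave no settled direction: it was above 0 in 5 of 7 other settings, from 0.0074 without a filter to 0.58, at percentile 96.8, without genes sharing a run of 20 bases.

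The let-7 family was lower in replicate 2, with 8 of 12 members lower, 2 higher and 10 differing when adjusted over the list alone. Its median log2 ratio of -0.27 stood at percentile 1.54 of random lists, and at 36.1 without loci that share a run of 20 bases with another place. The interferon and inflammation list had a median of -0.93, at percentile 0.02, with 3 of 5 detected members lower and 1 higher, and 4 when adjusted over the list alone. Without a filter, with 6 members, this median was -0.46 at percentile 0.77. In the other settings it lay between -0.89, with the column of both strands, and -1.24, with total counts only. Mir21a was 1.91-fold and Mir221 2.34-fold higher in replicate 1, Mir146 was 1.35-fold higher in replicate 2 but did not pass with total counts only (exact binomial adjusted p = 0.41), and Mir155 did not pass at 1.05-fold. The miR-17-92 clusters had a median of 0.48, at percentile 99.5, with 6 of 11 higher, 2 lower and 8 when adjusted over the list alone, and percentile 95.4 with the filter of 10 CPM. Its summed reads in replicate 2 were 1.01-fold those in replicate 1 with TMM (0.97 to 1.06) and held 0.439% and 0.36% of the total in replicates 1 and 2, and Mir93 and Mir17, 2 of its most abundant members, were 1.23-fold and 1.15-fold higher in replicate 1; Mir17 did not pass with DESeq2 size factors (exact binomial adjusted p = 0.061). The pluripotency list had a median of 1.53, at percentile 99.96, with 3 of 4 higher, 1 lower and 4 when adjusted over the list alone: Mir302a had 53 and 105 reads, Mir302d 7 and 76, and Mir302c 50 and 7. This list had too few members for a median without sharing genes or with the filter of 10 CPM. Of 14 lists with 3 or more detected members, these 4 lay outside the central 95%. The random lists hold unlinked genes. Members of 1 family at different places differed by 0.56 in log2 ratio at 50 reads or more, against 0.81 for random pairs. The one-sided permutation p was 0.031, and 0.18 at 200 reads or more, in a test chosen after the values were seen. Many of these pairs join let-7 loci to each other. The percentiles of families and clusters therefore describe these libraries and give no chance rate.

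The other 10 lists of that kind lay within the central 95%. The miR-29 family had a median of 0.55 at percentile 95.2, with 2 of 4 higher over all genes and 2 when adjusted over the list alone; Mir29a was 1.76-fold and Mir29c 2.12-fold higher in replicate 2. The oxidative metabolism list had a median of 0.17 at percentile 79.1, with 3 of 8 higher and 3 when adjusted over the list alone. Mir23a was 1.67-fold and Mir23b 1.43-fold higher in replicate 2, and Mir378a was 1.10-fold higher with TMM and lower with total counts only. The satellite cell and regeneration list stood at percentile 52.0, with 2 of 5 higher, 2 lower and 4 when adjusted over the list alone. The miR-30 family stood at percentile 39.2, with 2 of 6 higher and 2 when adjusted over the list alone. For these 2 lists the median log2 ratio was below 0, at -0.01 and -0.05, while the summed reads were 1.25-fold and 1.16-fold higher with TMM. As shares of the total, these sums were 3.68% and 3.71% for the satellite list, and 2.66% and 2.49% for the miR-30 family, which was thus lower in replicate 2 with total counts only, as was Mir30a.

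The fibroblast and connective tissue list stood at percentile 49.3, with 1 of 7 higher, 2 lower and 3 when adjusted over the list alone. The median log2 ratio of this list was -0.013, while its summed reads were 1.29-fold higher in replicate 1 with TMM (1.27 to 1.31). The leukocyte list had a median of -0.23 at percentile 14.6, with 1 of 6 higher, 2 lower and 3 when adjusted over the list alone; Mir150 was 1.31-fold higher in replicate 1. The nerve list stood at percentile 66.4, with 1 of 8 higher, 2 lower and 3 when adjusted over the list alone, and the epithelium list at 21.1, with 1 of 5 higher and 1 when adjusted over the list alone. The Dlk1-Dio3 cluster stood at percentile 56.4, with 5 of 29 lower, none higher and 5 when adjusted over the list alone. Its median was 0.02, while its summed reads were 1.07-fold higher in replicate 1. With total counts only, the medians of the oxidative metabolism, nerve and Dlk1-Dio3 lists were below 0, beside the shift of -0.29 in the median of all genes.

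The remaining lists had fewer than 3 detected members. In the endothelium list Mir126a was higher in replicate 2, and 1 gene differed when adjusted over the list alone. In the smooth muscle list Mir145a was 1.33-fold higher in replicate 1, Mir143 passed at 1.04-fold higher with TMM and was lower with total counts only, and 2 differed when adjusted over the list alone. In the erythroid list Mir144 had 9 and 65 reads and was higher in replicate 2, while Mir451a had 180 and 117 and did not pass over all genes, and 2 differed when adjusted over the list alone. Mir34c was 2.78-fold higher in replicate 1 (1.43 to 5.82) and passed both over all genes and adjusted over the list alone, as 1 gene. Mir208a, at 2.03-fold higher in replicate 2 with an interval of 0.978 to 4.39 that includes no change, did not pass over all genes and passed as 1 gene when adjusted over the list alone, and Mir122 and Mir375 passed neither over all genes nor adjusted over the list alone.

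The let-7 loci differed in level between those with and without a run of 20 bases shared with another place. Mirlet7g, Mirlet7i, Mirlet7b, Mirlet7d, Mirlet7e and Mir98, which share no such run, had a median of 36890 CPM, and the 6 other loci a median of 248 CPM (exact two-sided permutation p = 0.013, with 6 loci in each group, chosen after the values were seen). In 9 other families the sharing loci were lower in 5. In each family, let-7 included, the sharing and the other loci are different microRNAs, which may differ in true level. These comparisons therefore cannot decide whether the shared run is the reason. By the counting rule, reads aligned to several places are in no gene, but how many came from these loci is not known.

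**Figure D4:**
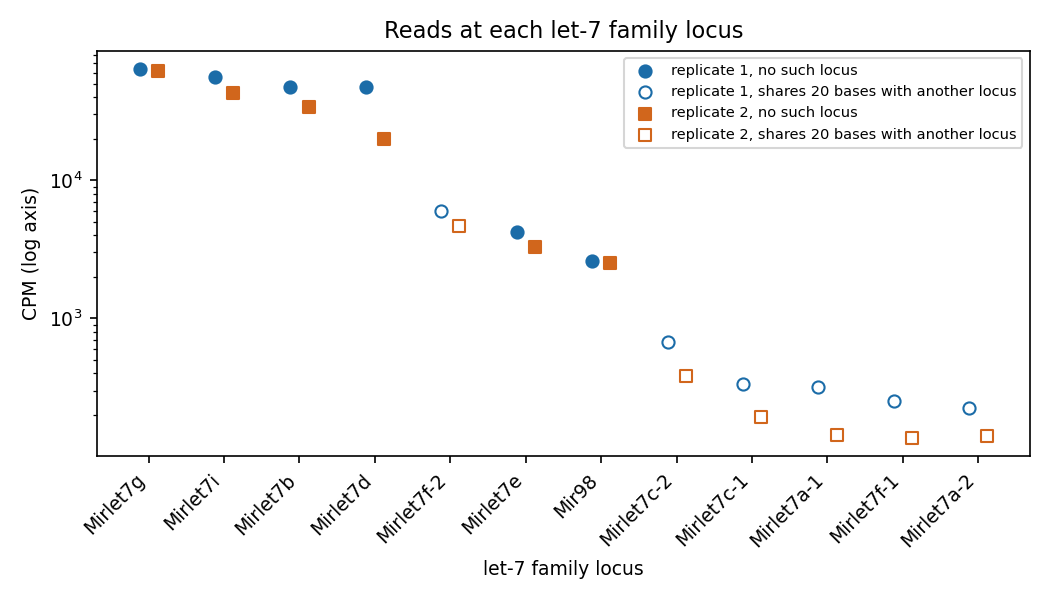
CPM (log axis) at each of the 12 let-7 family loci, with circles for replicate 1 and squares for replicate 2. Open symbols are loci that share a run of 20 bases with another locus; 1 of these 6, Mirlet7f-2, lies above the lowest of the other loci.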

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

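The tests on shared reads in this part were chosen after the results were seen.

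Reads outside the microRNA gene counts were listed because their totals exceed the 3 counts that a count of 0 allows, a limit that totals over whole classes of reads could hardly fail to pass. Reads aligned to several places made up 60.2% of replicate 1 and 63.2% of replicate 2. Reads aligned once outside microRNA genes made up 3.99% and 2.74%. Genes without an overlapping gene on the opposite strand had 19 and 25 antisense reads in all, over 2138 genes, which is the background.

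The 5 Mir1a and Mir133 loci had 130 reads in replicate 1 and 79 in replicate 2, and Mir206 had 369 times their summed CPM. A candidate explanation is that their reads aligned to several copies and were counted in no gene: all 5 share a run of 20 bases with another locus, and let-7 loci without such a run had a median 149 times that of let-7 loci with one. In 9 other families the sharing loci were lower in 5 (exact sign test p = 1). That count sets different microRNAs of a family against each other, so it cannot decide how general this is. Mir378a, the most abundant gene, also shares such a run. The reads aligned to several places were not assigned to loci here, and no biological explanation was tested.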

How the results depend on the processing

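The removal of genes that share a run of 20 bases only with another place was chosen after seeing the data; the other settings were fixed before the data were examined. The number of detected genes stayed within 1.5 times of 321 in the settings run for it, and leaving out a replicate gave 346 to 356 genes. The share of the 10 most abundant genes was 63.8% with the column of both strands, 69.6% without sharing genes and 69.59% without genes sharing with another place. It was 63.6% with the most abundant gene out of both the denominator and the 10 genes, and 65.9% to 67.5% when leaving out a replicate. With a replicate left out, the 1 remaining library gives no test.

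With the column of both strands, the list shares (% of reads) became 4.78 for striated muscle, 0.078 slow fibre, 0.00213 heart, 5.27 satellite cell and regeneration, 8.58 oxidative metabolism, 27.7 let-7, 3.25 miR-30, 2.27 miR-29, 0.000122 endothelium, 6.61 smooth muscle, 4.28 fibroblast and connective tissue, 0.00451 erythroid, 0.459 leukocyte, 0.101 nerve, 0.0219 epithelium, 0.00206 liver, 0.0216 pluripotency, 0.32 Dlk1-Dio3 and 0.567 miR-17-92. By construction that column drops reads in overlapping genes of opposite strands, such as Mir378a and Mir126a, so other shares rise. Without all sharing genes they were 5.43 for striated muscle, 0.0889 slow fibre, 0.00243 heart, 5.41 satellite cell and regeneration, 0.0256 oxidative metabolism, 30.4 let-7, 3.60 miR-30, 2.31 miR-29, 0 endothelium, 7.51 smooth muscle, 4.85 fibroblast and connective tissue, 0.00518 erythroid, 0.47 leukocyte, 0.0372 nerve, 0.0246 epithelium, 0.00173 liver, 0.471 miR-17-92 and 2.36 interferon and inflammation; within 1 SD but over 1.5 times away from the reported share were 0.00969 for pluripotency, 0.00123 pancreas and endocrine and 0.00382 testis and germ line. Without genes sharing with another place they were 5.10 for striated muscle, 0.0732 slow fibre, 4.48 satellite cell and regeneration, 0.0623 oxidative metabolism, 25.8 let-7, 3.38 miR-30, 6.24 smooth muscle, 4.06 fibroblast and connective tissue, 0.0212 erythroid, 0.0314 nerve, 0.0204 epithelium, 0.00143 liver and 0.00796 pluripotency. Both removals take members and their reads out of the lists by construction. With the most abundant gene, Mir378a, out of the denominator and of its list, the shares were 4.59 for striated muscle, 0.0657 slow fibre, 4.45 satellite cell and regeneration, 7.26 oxidative metabolism, 3.10 miR-30, 5.60 smooth muscle, 0.019 erythroid, 0.0869 nerve, 0.0184 epithelium, 0.00128 liver, 0.287 Dlk1-Dio3 and 0.481 miR-17-92. The fall for oxidative metabolism is by construction, since Mir378a was its main member.

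With the filter of 10 CPM, which tests fewer genes, Spearman's rho was 0.972 and Pearson's r 0.982. The DESeq2 gene-wise coefficient of variation was 0.0737, and the edgeR exact test called 53 genes; the cause was not tested. Without sharing genes, without genes sharing with another place, and with the filter of 10 CPM, 2 lists lay outside the central 95%; the pluripotency list had fewer than 3 members left in these settings and gave no value. The let-7 median stood at percentile 30.2 without sharing genes and 2.8 with the column of both strands. With total counts only, the log2 ratio turned to -0.17 for Mir378a, -0.046 for Mirlet7g, -0.25 for Mir143, -0.00087 for Mir206, -0.12 for Mir149, -0.038 for Mir30a and -0.12 for Mir92-1, beside a shift of -0.29 in the median of all genes. Mir10b (exact binomial adjusted p = 0.10) and Mir17 (exact binomial adjusted p = 0.061) no longer passed with DESeq2 size factors, nor did Mir146 with total counts only (exact binomial adjusted p = 0.41). No paired analysis was possible because the series has 1 group. In all, 107 alternative values of the results above stayed within the tolerance and 73 moved beyond it. The tolerance was 1.5 times for counts and coefficients of variation, 1 SD between the replicates for shares and the bootstrap interval for correlations. With 2 replicates, a share or CPM with 1 replicate left out always lies within 1 SD of the mean. Such values could not move, so the 107 and the 339 below, which include them, do not measure stability. Of the values for single genes and list medians, 339 kept their side of the threshold or moved by less than the spread, 47 moved, 7 lost their call and 7, all called genes, turned. Of these 7 genes, Mir206 (exact binomial adjusted p = 1) and Mir92-1 (exact binomial adjusted p = 0.084) also no longer passed. Among lists within the central 95%, the median changed sign for 6 in at least 1 of the 6 settings other than total counts only, and in 5 for striated muscle; the filters and removals change the members by construction, and otherwise the cause was not tested. At this depth, a count of 0 does not exclude a level of up to 2.59 CPM in replicate 1 or 2.51 CPM in replicate 2. The limit of 2 CPM for detection lies below both values.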

Other observations

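The tests of GC content in this part were written before their results were seen, and all the other tests were chosen after. The genes in the next paragraph were also chosen after their values were seen.

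The microRNAs within the Hox clusters, whose host loci pattern the body axis, differed widely in level. Mir10b, by Hoxd4, held 12527 ± 2164 CPM (SD, n = 2), Mir196b 5817 ± 1011 CPM, Mir196a-2 3047 ± 1097 CPM, Mir10a 2411 ± 28.1 CPM and Mir615 1352 ± 59.8 CPM. Mir196a-1 had 16 and 2 reads. Mir196a-1 and Mir196a-2 share a run of bases with each other. Reads aligned to both were counted in neither, so the level of each and their sum are uncertain and may be too low.

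Some neighbouring microRNAs, picked after their values were seen, differed between the libraries in unlike ways and others alike. Mir99b had a log2 ratio of 1.73 beside -0.04 for Mirlet7e and 0.16 for Mir125a, and Mir144 had 2.95 beside -0.36 for Mir451a. Mir15a had 1.61 beside 0.0028 for Mir16-1, which shares a run of bases with another locus. Mir221 and Mir222 had -1.23 and -1.42, and Mir23b, Mir27b and Mir24-1 had 0.52, 0.54 and 0.36.

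The spread between the libraries was weighed against 4 explanations. GC content of the hairpin accounted for a squared correlation of 0.0012 across 128 genes (permutation p = 0.69), and the coefficient of variation without genes that share a run with another place was 0.333, which argues against both as the main source. Neighbours within 10 kb differed by 0.63 in log2 ratio on average over 73 pairs, against 0.81 for random pairs (one-sided permutation p = 0.10). Members of 1 family at different places, which would move together under sequence-dependent yield, differed by 0.56 over 103 pairs (one-sided permutation p = 0.031), on genes with 50 reads or more. Many of these pairs join let-7 loci to each other, so this result does not hold for families in general. With minimums of 0, 20 and 200 reads, added after that result, the family permutation p was 0.011, 0.010 and 0.18 and the neighbour permutation p 0.52, 0.21 and 0.43, so both stay open, as does a difference between animals, which was not tested.

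MicroRNAs whose hairpin holds the motif AGCAGCA were noticed because Mir195a, Mir15a, Mir15b and Mir497 were higher in replicate 2. Over all 12 detected genes with the motif the median log2 ratio was 0.46, at percentile 99.7 of random lists, but that set includes the 4 genes that prompted the test. The other 8 had a median of 0.075, at percentile 63.6, so these data give no support beyond the genes first noticed, and the pattern may be a chance draw. The 10 motif genes outside the place of Mir195a and Mir497 had a median of 0.29, at percentile 93.2, but still include Mir15a and Mir15b, so this value decides nothing on whether that 1 transcription unit is the source. A linear GC trend gave the 12 genes a median of 0.08 (bootstrap -0.03 to 0.19), a value added after the others. Removing the trend left a median of 0.36, above the bound of 0.29 for random lists but by less than its bootstrap SD of 0.30. The 12 genes also include the 4 that prompted the test. The corrected median therefore does not decide whether that trend is the whole source of the 0.46. No biological explanation was tested.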
